A study of Mus musculus with 6 samples. Its data were reported in "Stromal Pbrm1 mediates chromatin remodeling necessary for embryo implantation in the mouse uterus" (2024).

How the data were processed

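RNA-seq was performed on primary uterine stromal cells isolated on day 4 of pseudopregnancy from WT mice and from mice with a conditional knockout of Pbrm1 (Pbrm1 cKO), a gene for 1 of the proteins of the SWI/SNF chromatin remodeler. The labels call the controls WT, whereas the study describes controls with floxed alleles. Each group held 3 samples, and the labels give each sample its group and replicate number. Per the labels, each WT preparation pooled the uterine horns of several animals, and the cells were plated for some hours before RNA was taken. The labels describe a total RNA library kit with random and poly(T) priming and depletion of unwanted transcripts, whereas the study's methods describe poly(A) selection. Which RNA classes the libraries captured is therefore not settled by these sources. The counts show that RNA without a poly(A) tail was among them, since 71 genes of such RNA had a mean count of at least 10.

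The authors trimmed single-end reads with cutadapt, mapped them to GRCm38/mm10 with HISAT2 and assigned them to genes of GENCODE mouse release 18 with featureCounts 1.6.4 in reverse-stranded mode. The deposited table holds the resulting raw count of each gene in each library, with no normalization and with replicates kept apart. Reads that map to more than 1 place and reads that overlap more than 1 gene are left out by the defaults of that program, so counts of pseudogenes and other near-identical copies are uncertain. The table held 54232 genes, of which 28552 had a count in at least 1 library. Gene names were found for 54079 identifiers (99.7%), and biotypes and transcript sequences were taken from GENCODE release 21. Coordinates are those of the count table.

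Total counts ranged from 13253575 to 18338667 per library, a 1.38-fold range. A count of 0 allows up to 3 counts of the total, which is 0.164 to 0.226 CPM (counts scaled to library size) depending on the library. These limits cover counting error only, since the reads carried no molecular identifiers. A group with at most 3 counts in every library was treated as being at the floor. A fold change against such a group is given as a lower bound computed against 3 counts, and no fold is given when both groups were at the floor.

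Differential expression was tested with DESeq2 1.42.0 in R 4.3.3 (Wald test, median-of-ratios size factors, default independent filtering and outlier handling, no covariates). All 6 samples shared 1 dispersion estimate per gene. Log2 fold changes are Pbrm1 cKO over WT and unshrunken, and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. Values of single genes are DESeq2 normalized counts, given as mean ± SD with n = 3 per group. All adjusted p-values of single genes are from DESeq2 unless edgeR or limma is named.

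Gene lists were fixed before the data were examined. Those of the study are 14 stromal progesterone-associated genes, 32 genes related to implantation and 6 fibroblast growth factor (FGF) genes, which the study picked from these same libraries. Lists from general knowledge are a progesterone list (25 genes), S phase (42), G2/M (52), replication-dependent histone genes (70, by symbol), SWI/SNF subunits (23), other FGF ligands and receptors (20), interferon-stimulated (18), sterol synthesis (22) and immediate early genes (12). Marker lists cover epithelial (18), smooth muscle (12), endothelial (12), leukocyte (16) and stromal (14) cells. Lists were tested with camera in limma 3.58.1 (preset correlation 0.01) on log2 CPM from edgeR 4.0.16 (TMM scaling, prior count 2), over genes kept by filterByExpr. Adjustment was within the 3 study lists, within the 4 lists of the main comparison (progesterone, S phase, G2/M, histone) and within the other 10. The value given for a list is the median DESeq2 log2 fold change.

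Genes were named by a rule written before the data were examined. It allows Pbrm1, Hand2, its antisense neighbour Hand2os1, the genes of the study lists, and at most the 2 most changed genes of any other list. It also names the 5 genes with the highest and the 5 with the lowest log2 fold change among those past the threshold, with a mean normalized count of at least 50 and no overlap between groups. A gene that the rule would name is not reported here. Genes named outside this rule are identified as chosen after their values were seen.

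The pipeline was tested on simulated data in which 200 of 28552 genes were changed by known fold changes. DESeq2 recovered 177 of them (88.5%) with the right sign and made 29 false calls, a share above the nominal level. edgeR recovered 179 with 20 false calls, and limma voom with a separate spread for each group recovered 175 with 12. With no gene changed, DESeq2 made 2 calls and the other tools made 0. A list of 40 genes shifted by -0.8 on the log2 scale was found by both camera and fry. Among 100 random lists, 3 fell under 0.05 with camera and 7 with fry. The simulation drew genes independently and gave both groups the same dispersion per gene. In the real data the groups differed 3.4-fold in the spread between libraries, and 31.1% of tested genes were called. The simulated rates of true and false calls therefore need not hold for the real data.

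Recomputed results were the counts of called genes, Pbrm1, Hand2, Hand2os1, the genes of the study lists and the genes ranked by fold change. The medians of the lists of the main comparison (progesterone, S phase, G2/M, histone) were recomputed as well. Medians of the other lists were recomputed under only part of the settings, and other single genes were not recomputed. The following alternatives were fixed before the data were examined. These were edgeR's quasi-likelihood test, TMM size factors in DESeq2, a filter of at least 10 counts in at least 3 samples, no independent filtering, and an adjusted p threshold of 0.1. A test against an absolute log2 fold change of 0.58 at 0.1, a replicate block, leaving out each library in turn, and leaving out mitochondrial and the 20 most abundant genes were also run. For lists, fry and camera with an estimated correlation were added. The alternatives chosen after seeing the data were limma voom with a separate spread for each group, removal of each library's trend with gene length or with GC content, thinning of every library to the smallest total, and a filter on a fold change above 1.5 with p under 0.01 and adjusted p under 0.1. Parents of pseudogenes were found with BLAST 2.17.0 against the transcript sequences. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Chromatin data of the study were not used here.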

Results

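Transcript abundance was measured by RNA-seq in primary uterine stromal cells isolated on day 4 of pseudopregnancy, with 3 WT and 3 Pbrm1 cKO libraries. Total counts were 13865030, 13253575 and 13661288 in WT replicates 1 to 3 and 14844169, 18338667 and 15396563 in Pbrm1 cKO replicates 1 to 3. Between 21501 and 22529 genes had at least 1 count per library. Mitochondrial genes took 7.14% ± 0.62 of the counts in WT and 6.89% ± 0.555 in Pbrm1 cKO (SD, n = 3 each). The first principal component of the 500 most variable genes separated the groups and carried 92.1% of their variance, and the second (5.6%) set WT replicate 1 apart from the other WT libraries. The biological coefficient of variation estimated by edgeR was 0.16 among the WT libraries and 0.047 among the Pbrm1 cKO libraries. Counts of each pair of Pbrm1 cKO libraries differed by more than sampling noise (median chi-square 1.55 to 2.71 times that of sampling noise), so they are not copies of 1 library. They were treated as 3 replicates because the labels list them as separate samples, which this comparison does not test. The study calls the replicates of its RNA-seq tracks biological.

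The comparison of Pbrm1 cKO with WT cells asked which transcripts depend on Pbrm1 in the stroma at this stage. Pbrm1 itself (chromosome 14, 31019138 to 31121592, GRCm38/mm10, protein-coding) had 1354, 1385 and 1677 normalized counts in the WT libraries and 397, 459 and 451 in the Pbrm1 cKO libraries. Its level in Pbrm1 cKO was 29.6% of that in WT (1472 ± 178 against 436 ± 33.9 normalized counts, SD, n = 3 each; log2 fold change -1.76, SE 0.13, DESeq2 adjusted p = 5.19e-40). Removing the trend with gene length moved this value most, to -1.87. Hand2 (chromosome 8, 57320983 to 57324633, protein-coding) fell from 823 ± 123 to 411 ± 23.4 normalized counts (log2 fold change -1.0, SE 0.14, adjusted p = 1.95e-11). Hand2os1, a noncoding gene on the other strand that overlaps Hand2 (chromosome 8, 57281117 to 57324233), fell from 266 ± 32.6 to 168 ± 15.8 (log2 fold change -0.67, SE 0.17, adjusted p = 0.000655). The authors' counting used strand, so reads of these genes on opposite strands were counted apart.

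**Figure D1:**
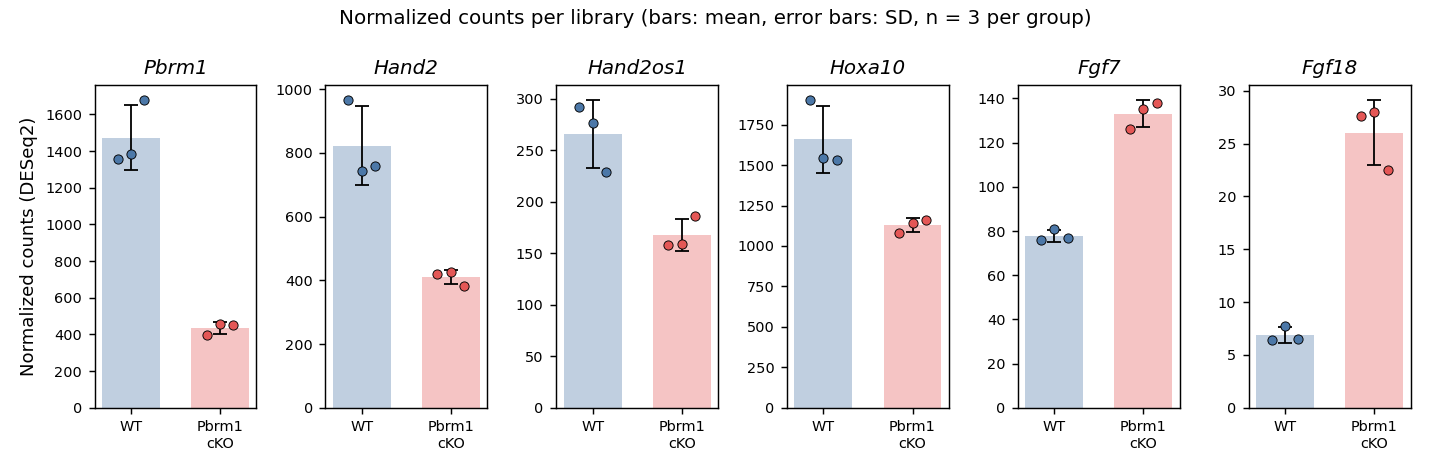
DESeq2 normalized counts of Pbrm1, Hand2, Hand2os1, Hoxa10, Fgf7 and Fgf18 in each library, with bars for the mean and error bars for the SD (n = 3 per group). Each Pbrm1 cKO library lies below each WT library for the first 4 genes and above each WT library for Fgf7 and Fgf18.

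Across the transcriptome, 17474 genes were tested and 5432 (31.1%) passed an adjusted p of 0.05 in DESeq2. Of these, 2774 were higher and 2658 lower in Pbrm1 cKO. With genes at the floor in 1 group counted at their bound, 1007 of the higher and 927 of the lower genes changed at least 2-fold. The normalized counts of the groups did not overlap in 5338 of the called genes (98.3%) and in 48.6% of all tested genes, where chance gives 10%. Protein-coding genes made up 5050 of the called genes. The alternative that moved the counts most was the test against an absolute log2 fold change of 0.58 at an adjusted p of 0.1, which left 699 higher and 563 lower genes. Leaving out 1 library gave from 1928 to 2915 higher and from 1806 to 2648 lower genes. The median log2 fold change of all genes with a mean of at least 10 stayed between -0.041, with the trend of gene length removed, and 0.01 under every setting.

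**Figure D2:**
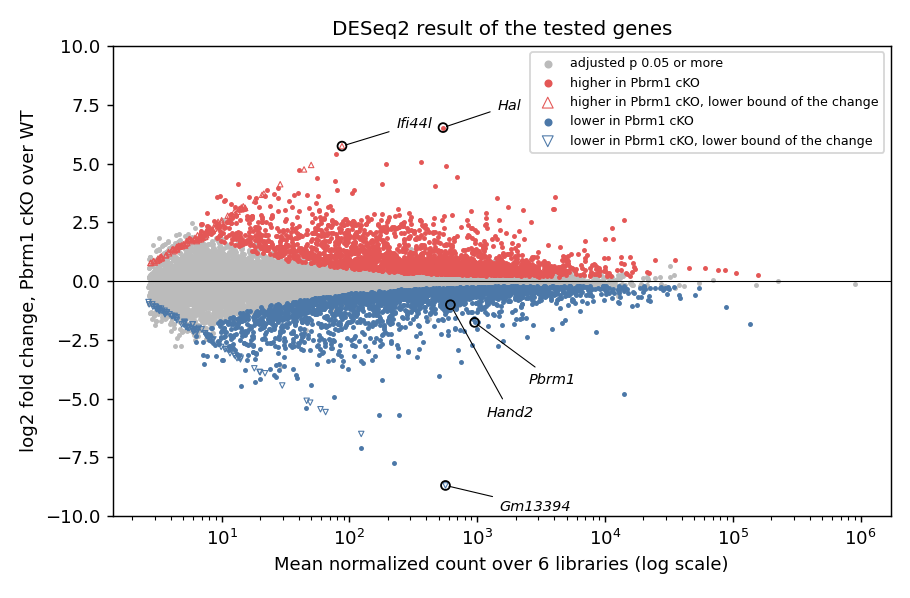
Log2 fold change of Pbrm1 cKO over WT against the mean normalized count (log scale) for the tested genes, colored by direction for an adjusted p under 0.05 in DESeq2. Open triangles are genes with 1 group at the floor, drawn at their lower bound; 2774 genes were higher and 2658 lower.

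Rankings here cover called genes with a mean normalized count of at least 50 and no overlap between groups. Among these, the 5 genes with the highest log2 fold change were Gm13777, Ifi44l, Hal, Hbb-bs and Gm10036. Hal (histidine ammonia-lyase, chromosome 10, 93488768 to 93519304) rose from 11.6 ± 5.05 to 1069 ± 38.8 normalized counts (log2 fold change 6.53, SE 0.28, adjusted p = 2.34e-115). Ifi44l (chromosome 3, 151758737 to 151762892) had at most 1 count in each WT library and 174 ± 14.3 normalized counts in Pbrm1 cKO, at least 53.4-fold higher (adjusted p = 1.04e-12). The globin gene Hbb-bs (chromosome 7) had 2, 0 and 8 counts in the WT libraries and 160, 125 and 214 in the Pbrm1 cKO libraries (log2 fold change 5.41, SE 0.94, adjusted p = 1.42e-07). Without WT replicate 3 its WT group was at the floor. Gm13777 (chromosome 2, 91030778 to 91031122) and Gm10036 (chromosome 18, 15832794 to 15833330) are processed pseudogenes whose counts are uncertain because they resemble other genes. Gm13777 was at least 30.7-fold higher and Gm10036 rose from 20.9 ± 5.68 to 699 ± 32.6 normalized counts (log2 fold change 5.06).

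Under the same limits, genes with the lowest log2 fold changes included Gm13394, Gm26983, Gm5948 and Gm8130. Gm13394 (chromosome 2, 28933610 to 28934609) had 1024, 1145 and 944 counts in WT and 0, 2 and 0 in Pbrm1 cKO, at least 413-fold lower (adjusted p = 4.64e-24). It is a processed pseudogene that is 99.9% identical to Gapdh over its length, and Gapdh differed by a log2 fold change of 0.39 (adjusted p = 0.0889). Gm26983 and Gm5948, also processed pseudogenes, were at least 90.5-fold and 43.7-fold lower. Gm8130 fell from 443 ± 94.7 to 2.24 ± 1.98 normalized counts (log2 fold change -7.72, SE 0.58, adjusted p = 7.09e-38). The counts of these pseudogenes are uncertain.

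Of the 14 stromal progesterone-associated genes picked by the study, 13 were lower in Pbrm1 cKO over all genes tested and 14 were lower when adjusted over the list alone. Hoxc11 was the exception in the former (log2 fold change -0.84, adjusted p = 0.0916). The list median was -1.05 (camera adjusted p = 3.13e-08, lower in all 3 Pbrm1 cKO libraries). Hsd11b1 fell most (chromosome 1, 421 ± 128 to 57.7 ± 4.04 normalized counts, log2 fold change -2.86, SE 0.24, adjusted p = 7.29e-30). Hoxa10 fell from 1659 ± 210 to 1128 ± 43.5 (log2 fold change -0.56, SE 0.12, adjusted p = 2.16e-05), and Fkbp4 from 4811 ± 517 to 2757 ± 94.8 (log2 fold change -0.80, SE 0.11, adjusted p = 5.73e-13). The test against 0.58 moved the count most, to 5 genes. Because the study chose its 3 lists on these libraries, their results are not independent evidence. This holds for the counts over all genes, the counts adjusted over the list alone and the list tests.

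Of the 32 implantation-related genes of the study, 29 were lower over all genes tested and 32 were lower when adjusted over the list alone. Angpt1, Notch4 and Notch3 did not pass over all genes (adjusted p = 0.0692, 0.0527 and 0.0732), and Notch4 and Notch3 passed when WT replicate 1 was left out (adjusted p = 9.8e-06 and 0.00095). The list median was -1.05 (camera adjusted p = 1.4e-13), both with fitted values and with the 2 genes at the floor at their bound. Lefty1 was at least 9.7-fold lower, with 0 counts in each Pbrm1 cKO library. Ptgs2 (chromosome 1) fell from 16037 ± 1332 to 10133 ± 372 normalized counts (log2 fold change -0.66, SE 0.09, adjusted p = 2.32e-11), Wnt4 (chromosome 4) from 421 ± 69.9 to 213 ± 16.2 (log2 fold change -0.99, adjusted p = 5.36e-08), and Bmpr1a (chromosome 14) from 3097 ± 331 to 2280 ± 12.3 (log2 fold change -0.44, adjusted p = 0.000153).

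Of the 6 FGF genes of the study, Fgf7 and Fgf18 were higher in Pbrm1 cKO, over all genes tested and when adjusted over the list alone. Fgf7 (chromosome 2) rose from 77.9 ± 2.75 to 133 ± 6.06 normalized counts (log2 fold change 0.77, SE 0.21, adjusted p = 0.00105). Fgf18 (chromosome 11) rose from 6.89 ± 0.76 to 26 ± 3.05 (log2 fold change 1.92, SE 0.54, adjusted p = 0.00203). The rise of Fgf1 did not pass (log2 fold change 0.69, adjusted p = 0.262). Fgf16, Fgf17 and Fgf21 were at the floor in WT and had from 1 to 8 counts in the Pbrm1 cKO libraries, so a difference was not detectable at this depth. The list median was 1.71 with fitted values and 0.68 with genes at the floor at their bound. The camera test (adjusted p = 0.00687) covered only 3 of these genes, since filterByExpr left out Fgf16, Fgf17 and Fgf21. Among 20 other FGF ligands and receptors, 13 had counts, 1 was higher and 3 were lower, in each case also when adjusted over the list alone. Fgf10 was the most lowered of them (log2 fold change -2.20, adjusted p = 1.02e-08). Their median was -1.23 with fitted values and -0.03 with genes at their bound (camera adjusted p = 0.405, over the 8 genes kept by filterByExpr).

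The 25 progesterone genes listed from general knowledge were not shifted as a group (median log2 fold change -0.01, camera adjusted p = 0.768). Among them 5 were higher and 6 lower, over all genes and when adjusted over the list alone. The median was 0.09 without WT replicate 1 and -0.12 with the trend of gene length removed, the setting that moved it most.

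S phase genes were lower in Pbrm1 cKO, with 39 of 42 past the threshold (39 when adjusted over the list alone) and a median log2 fold change of -0.87 (camera adjusted p = 5.51e-17). None of the 42 had a fitted log2 fold change above -0.10. Leaving out Pbrm1 cKO replicate 2 moved this median most, to -0.98. Cdc6 (chromosome 11) fell from 249 ± 25.5 to 31.7 ± 4.98 normalized counts (log2 fold change -2.97, SE 0.23, adjusted p = 4.02e-36). Of 52 G2/M genes, 31 were lower and 2 higher (34 and 2 when adjusted over the list alone), with a median of -1.01 (camera adjusted p = 1.04e-10). Cdk1 (chromosome 10) fell from 181 ± 24.1 to 28.0 ± 8.19 (log2 fold change -2.70, SE 0.27, adjusted p = 3.31e-22). Of 66 histone genes with counts, 32 were lower and 1 higher (38 and 1 when adjusted over the list alone). Their median was -1.26 with fitted values and -1.18 with genes at the floor at their bound (camera adjusted p = 6.79e-10, over the 44 genes kept by filterByExpr). Most histone transcripts lack a poly(A) tail, and 71 other genes whose RNA lacks one had a median log2 fold change of -1.11. Each Pbrm1 cKO library lay below each WT library in the mean level of the S phase, G2/M and histone lists. Under fry all 3 of these lists kept an adjusted p under 0.05, as did the 3 study lists. With a correlation estimated from the data, the S phase (0.0028), G2/M (0.0028), study progesterone (0.00715) and study implantation lists (0.00715) did so, and the histone (0.173) and study FGF lists (0.0524) did not.

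**Figure D3:**
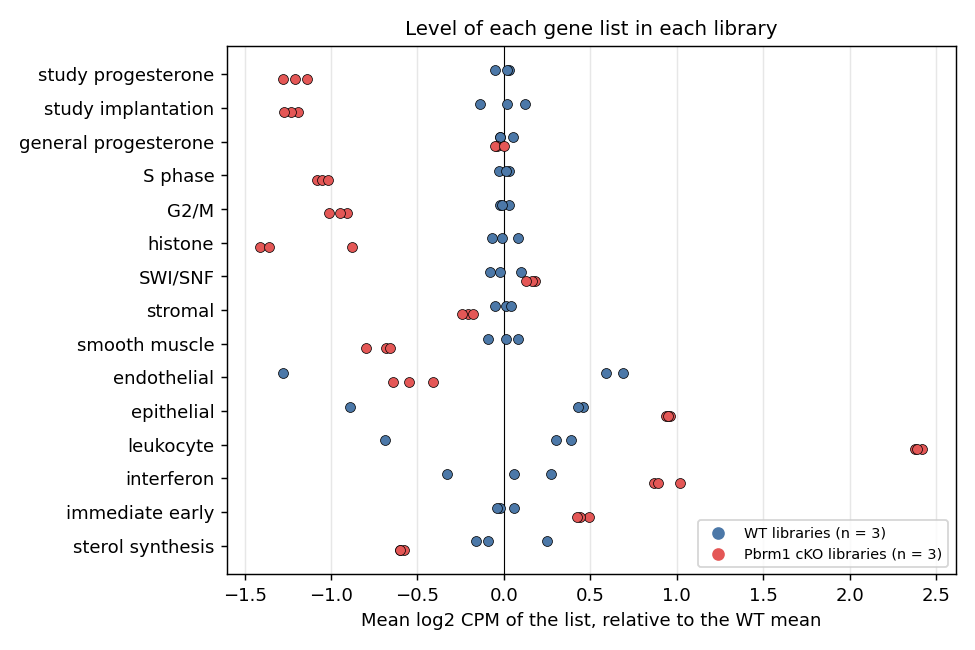
Mean log2 CPM (counts scaled to library size) of each gene list in each library, relative to the mean of the 3 WT libraries. The Pbrm1 cKO libraries lie outside the range of the WT libraries for each list drawn except the general progesterone and endothelial lists.

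Among the other lists, leukocyte markers were higher in Pbrm1 cKO, with 15 of 16 genes past the threshold, also when adjusted over the list alone, and a median log2 fold change of 2.23 (camera adjusted p = 2.09e-08). Cd74 (chromosome 18) rose from 846 ± 163 to 7010 ± 447 normalized counts (log2 fold change 3.05, SE 0.14, adjusted p = 2.3e-103). Interferon-stimulated genes were higher (14 of 18, 14 when adjusted over the list alone, median 0.87, camera adjusted p = 1.34e-05). Sterol synthesis genes were lower (15 of 22, 16 when adjusted over the list alone, median -0.58, camera adjusted p = 2.88e-05). Among 12 immediate early genes, 8 were higher and 2 lower, 8 and 2 also when adjusted over the list alone (median 0.44, camera adjusted p = 0.0542). Smooth muscle markers were lower (median -0.37, 5 of 12 lower and 1 higher, camera adjusted p = 0.0248), and epithelial markers were higher (median 0.70, 7 of 18 higher, camera adjusted p = 0.02). The epithelial median was 0.45 without WT replicate 1, in which this list was lowest, 0.94 without WT replicate 2 and 1.05 without WT replicate 3.

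The endothelial median of -0.85 (3 of 12 lower, 1 higher, camera adjusted p = 0.229) went from -1.31 without WT replicate 1 to -0.41 without WT replicate 2. Stromal markers had a median of -0.18 (3 of 14 higher, 5 lower, camera adjusted p = 0.415), which was -0.10 without WT replicate 1 and -0.06 without WT replicate 2. Among the stromal markers Col3a1 (chromosome 1) fell from 13941 ± 1552 to 3102 ± 103 normalized counts (log2 fold change -2.17, SE 0.10, adjusted p = 1.41e-93). Genes of SWI/SNF subunits had a median of 0.05 (8 of 23 higher, 3 lower, camera adjusted p = 0.266), which was 0.15 without WT replicate 1, 0.00 without WT replicate 2, 0.01 without WT replicate 3, 0.08 without Pbrm1 cKO replicate 3 and -0.02 with the trend of gene length removed. Arid2 (chromosome 15) rose most among them, from 583 ± 11.5 to 1114 ± 32.6 normalized counts (log2 fold change 0.94, SE 0.10, adjusted p = 3.51e-19). When adjusted over the list alone, the higher and lower genes numbered 1 and 5 for smooth muscle, 9 and 1 for epithelial, 1 and 3 for endothelial, 4 and 5 for stromal, and 8 and 3 for SWI/SNF genes. The leukocyte, interferon, sterol and smooth muscle shifts kept an adjusted p under 0.05 under fry, the epithelial shift did not (0.0995), and the immediate early (0.000459), stromal (0.0102), SWI/SNF (0.0461) and other FGF lists (0.0353) passed there without passing under camera. With an estimated correlation none of these 10 lists did (lowest adjusted p = 0.433).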

Values the study reported

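By RNA-seq of stromal cells, the study reported 692 upregulated and 559 downregulated genes. Its sentence words the comparison as floxed controls against Pbrm1 cKO, while it calls genes such as Ptgs2 downregulated in Pbrm1 cKO.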

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

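The alternatives here were fixed before the data were examined, except limma voom with a separate spread for each group, removal of the trends with gene length and with GC content, thinning, and a filter on fold change, which were chosen after seeing the data.

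The test against an absolute log2 fold change of 0.58 at an adjusted p of 0.1 moved the counts of genes most. It left 699 higher and 563 lower genes, 5 genes of the study progesterone list, 12 of the study implantation list and 0 of the study FGF list, of which 1 had an unadjusted p under 0.05. This setting asks for a change beyond 0.58, so genes with smaller changes are lost by its construction. A filter on a fold change above 1.5 with p under 0.01 and adjusted p under 0.1, with no test against a fold change, left 1665 higher and 1452 lower genes. Under the other 17 settings the numbers of higher and of lower genes stayed within 1.5 times 2774 and 2658. These settings gave at most 3243 higher and 3140 lower genes, at an adjusted p of 0.1. Of the 5432 called genes, 5200 were also called by edgeR, 5299 with TMM size factors, 5237 by limma voom with a separate spread for each group, and 4801 with the length trend removed, all with the same sign. With the length trend removed, 44.8% of the called genes were higher, against 51.1%. Leaving out 1 library gave from 1928 to 2915 higher and from 1806 to 2648 lower genes.

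The median of the general progesterone list changed sign under 3 settings. It was 0 with TMM size factors in DESeq2, 0.001 after thinning, and from -0.077 to 0.088 across the 6 fits that each left out 1 library, the positive value being that without WT replicate 1. These values lie near 0 on both sides, the adjusted p stayed between 0.295 and 0.988, and the cause was not tested. The histone list kept its median of -1.256 but did not pass with the inter-gene correlation estimated from the data (camera adjusted p = 0.173, range over all its alternatives 1.53e-13 to 0.173). An estimated correlation widens the error of a list whose genes vary together between libraries. The S phase and G2/M lists passed under all 17 of their alternatives, with medians from -0.978 to -0.858 and from -1.111 to -0.998.

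Pbrm1 (from -1.869 to -1.655) and Hand2 (from -1.074 to -0.874) stayed past the threshold under all 19 alternatives. Over 62 other genes that the naming rule covers and 1166 comparisons with an alternative, 1092 kept direction and side of the threshold, 63 lost significance, 11 gained it and 0 changed direction. For 30 of these genes no alternative changed the call. edgeR, limma voom and the filter on low counts left out Angpt1, Fgf16, Fgf17 and Fgf21 and gave no value for them. Ptger3, Cdkn1c, Paqr4 and Mmp23 lost significance in 4, 6, 4 and 5 of the 6 fits that left out 1 library, with DESeq2 adjusted p values in these fits between 0.0503 and 0.16. Ptn lost it without WT replicate 3 (0.0722) and Bmp7 without WT replicate 2 (0.0556).

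With the replicate number as a block in DESeq2, 2175 genes were higher and 1828 lower, with 13 genes of the study progesterone list, 24 of the implantation list and 2 of the FGF list. Under this block the log2 fold change was -1.753 for Pbrm1 and -0.995 for Hand2, and the list medians were -0.866 for S phase, -1.111 for G2/M, -1.255 for histone and -0.008 for general progesterone genes. The numbers do not pair the samples. The correlation of deviations from the group means was 0.114, -0.052 and 0.003 for samples with the same number, and from -0.081 to 0.113 for the others.

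Depth limits the results for genes with few counts. Fgf16, Fgf17 and Fgf21 were at the floor in WT, 199 of the called genes had 1 group at the floor, and for these only a lower bound of the change can be given. After thinning to the smallest total, 2659 genes were higher and 2529 lower.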

Other observations

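The tests of other splits for the count of genes, of flanking segments, gene length, library size and a minimum log2 fold change of 0.58, and of the sterol, interferon and immediate early lists as such were fixed before their results were seen, and each other test in this part was chosen only after the result was seen. For gene length and library size this holds for the tests on the count of genes, while the use of the length trend and of thinning as settings for the other results was added after seeing the data.

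The number of genes called here was 2774 higher and 2658 lower. Both are higher than the values quoted from the study above. The criteria of the study, given in the legend of a plot, also ask for a minimum fold change. The test against an absolute log2 fold change of 0.58 at an adjusted p of 0.1 gave 699 higher and 563 lower genes. The same kind of limits used as a filter, with no test against a fold change, gave 1665 higher and 1452 lower genes. The former pair lies nearer to the values quoted above, so a threshold of this kind can account for much of the difference. Which of the 2 forms the study used is not stated there.

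Other splits of the 6 samples into 3 and 3 were compared with the real one. For the count of genes, 1 of the 10 splits of the 6 samples gave as many genes with an adjusted p-value under 0.05, the real one. The other 9 gave 0, with 44 to 448 genes at an unadjusted p under 0.05. For the S phase, G2/M, immediate early and leukocyte lists, 1 of the 10 splits gave as small a camera p, for the histone list 2, for the sterol and interferon lists 4 each, and for the general progesterone list 8. For the number of called genes on the study progesterone, implantation and FGF lists, it was 1 of 10 in each case. The study picked these lists on the real grouping, which favours that outcome. The smallest share that 10 splits can give is 0.1, so no share under 0.05 was possible. Splits that beat the real one for the sterol and interferon lists grouped WT replicates 1 and 3 with 1 Pbrm1 cKO library, as did the split that beat it for the histone list.

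The large number of changed genes could have technical sources. Segments of another strain carried with the floxed Pbrm1 allele or the Pgr-cre allele would put changed genes near these loci, but 68 of 190 tested genes within 10 Mb were called (35.8%), against 31.0% elsewhere (two-sided Fisher's exact test, p = 0.157), and 5363 calls lay outside these windows. The windows differed when taken apart. Near Pgr, 27 of 70 tested genes were called (38.6%), and the median absolute log2 fold change of those called was 1.29. Near Pbrm1, 41 of 120 were called (34.2%), with a median of 0.67, against 0.72 elsewhere. A carried segment near Pgr is therefore not excluded, but such segments cannot account for the calls outside the windows. Removing the trend with gene length kept 88.4% of the called genes, and removing the trend with GC content kept 94% of them. After thinning to the smallest total, 5188 genes were called, so the larger Pbrm1 cKO libraries did not produce most of the calls. The loss of Pbrm1 and any other difference between the mice or the cell preparations of the groups go together in this design and stay open.

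S phase and G2/M genes were lower in each Pbrm1 cKO library. Removing the length or the GC trend left the median nearer 0 of these lists at -0.90 or lower, against length and GC content as the whole cause. Leaving mitochondrial and the 20 most abundant genes out moved neither median and so tested nothing. A few genes taking most of the counts would lower others only by taking more of them in Pbrm1 cKO, but the 20 most abundant genes of each library took 16.3% ± 0.51 of the counts there and 17.6% ± 0.62 in WT (SD, n = 3 each). The study reported decreased stromal proliferation in Pbrm1 cKO uteri, from immunostaining of proliferation markers in tissue. Lower proliferation is thus a candidate explanation here, but it stays a hypothesis for these isolated cells, in which only transcripts were measured. A different mix of cells stays open beside lower proliferation, since leukocyte markers rose and smooth muscle markers fell.

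Histone genes were lower too, but so were other RNAs without a poly(A) tail. Among 71 snRNA, snoRNA, scaRNA and other such genes, 37 were lower and 1 higher, with a median log2 fold change of -1.11. Rn7sk, chosen after its values were seen, took 1.3%, 1.6% and 1.42% of all counts in the WT libraries and 0.274%, 0.37% and 0.614% in the Pbrm1 cKO libraries (log2 fold change -1.81, DESeq2 adjusted p = 3.38e-06). Pbrm1 cKO replicate 3 fell least both in these RNAs (-0.83, against -1.26 and -1.18) and in the histone genes (-0.93, against -1.49 and -1.45), whereas the S phase level was alike in the 3 libraries (-1.09, -1.06 and -1.04). This is consistent with less capture of RNA without a poly(A) tail in the Pbrm1 cKO libraries, which may account for part of the lower histone genes. A biological fall of histone transcripts with S phase stays open beside it. Removing the length or the GC trend left the histone median at -1.04 or lower, against these trends as the whole cause.

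A loss of short transcripts was tested against the lower histone genes with the 5 protein-coding genes nearest in length to each histone gene. The median over the 66 histone genes of the medians of these neighbours was -0.27, and 1000 draws of 1 neighbour per gene gave medians from -0.34 to 0.09, above the histone median of -1.26. This comparison replaced 2 earlier ones whose genes proved longer than the histone genes (median exonic length 529), namely 90 ribosomal protein genes (length 1835, median log2 fold change -0.21) and 1422 genes of a wider length range (length 1483, median -0.15).

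The general progesterone list was not shifted, whereas the progesterone list of the study was. The 6 of the 25 genes that are also on a study list were all lower (median -0.89), and among the other 19 genes 5 were higher and 0 lower (median 0.17). Of these 19, 1 was lower at an unadjusted p under 0.05. The study picked lower genes on these libraries, so dividing the list by its picks fixes this outcome, and the division decides nothing.

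Leukocyte genes were higher in Pbrm1 cKO. Of the 16 marker genes, 15 were above the floor in WT and no other list holds any of them. Immunoglobulin variable segments, which are on no list and are expressed in B cells and plasma cells, reached 25.3 to 29.9 CPM in the Pbrm1 cKO libraries and 0.72 to 2.57 CPM in WT. The lowest Pbrm1 cKO library was 9.8 times the highest WT library. Abundant leukocyte transcripts rose with them, such as Igha (62.1 ± 14.8 to 1329 ± 93.5 normalized counts), chosen after its values were seen. Lyz2, itself 1 of the 16 marker genes and chosen in the same way, rose from 3948 ± 1782 to 18750 ± 1435. This is consistent with more leukocytes among the Pbrm1 cKO cells. A lower share of stromal cells would raise the markers of other types alike. On the log2 scale relative to WT, the smooth muscle level in Pbrm1 cKO was -0.71 ± 0.07 (SD, n = 3). The endothelial level was -0.53 ± 0.12 and the epithelial level 0.95 ± 0.01. The smooth muscle list may not report that cell type alone. Its genes Des and Tagln had 22948 and 30319 normalized counts in WT, and the stromal marker Vim 33864 (all chosen after their values were seen). A lower share of stromal cells is therefore not excluded. Library size, length and GC content do not account for the pattern, as the leukocyte median was 2.25 after thinning and 2.20 or higher with a trend removed. Whether the uterus held more leukocytes or they were removed less completely cannot be told apart with these samples. Adult globin genes, at 9.0 to 17.2 CPM against 0.144 to 0.586 in WT, rose as well, so residual blood may contribute.

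The interferon list was higher (camera adjusted p = 1.34e-05), and the median stayed at 0.81 or higher with the length or the GC trend removed. An interferon response in the Pbrm1 cKO cells is consistent with this result. RNA from leukocytes is a candidate explanation as well. The interferon level of WT replicate 1, in which leukocyte genes were also lowest, was -0.33 relative to the WT mean, and 1 library does not decide, so the source of the interferon transcripts cannot be told apart.

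Sterol synthesis genes were lower (camera adjusted p = 2.88e-05), and the median stayed at -0.63 or lower with the length or the GC trend removed, against these trends as the cause. This is consistent with a lower sterol synthesis programme in Pbrm1 cKO, as a hypothesis. The calls of the sterol, interferon and leukocyte lists were not past 0.05 with a correlation estimated from the data (adjusted p = 0.433 for each), and those of fry were (0.0102, 0.0102 and 0.00296).

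Immediate early genes, which respond to tissue dissociation, did not pass (camera adjusted p = 0.0542, fry adjusted p = 0.000459, estimated correlation 0.433), with 8 genes higher and 2 lower. Unequal handling stress during cell isolation therefore could neither be shown nor excluded.

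A set of 30 genes was at the floor in 1 group and had at least 20 counts in each library of the other, 12 of them at the floor in Pbrm1 cKO and 18 in WT. They lay on 16 chromosomes, and 0 lay within 10 Mb of Pbrm1 or Pgr. Processed pseudogenes made up 7 of them. The largest absolute log2 fold change among their parents was 0.39. This does not settle whether reads were shared with the parent gene, since 6 of the 7 pseudogenes reached at most 7% of the count of their parent, which would hardly move, and the count of the other parent, Gapdh, leaves out reads that map to more than 1 place. Shared reads stay open. Pseudogenes were over-represented (23.3% against 8.92% of 8753 other genes, odds ratio 3.1, two-sided Fisher's exact test p = 0.0148). A strain difference between the groups could produce this where counts rest on single bases that differ from the parent. Identity with the parent ran from 86.08% (Gm5948) to 99.9% (Gm13394) among the 7, so this reason covers only those nearly identical to it. Of the 30 genes, 4 had another within 1 Mb, against a mean of 1.32 in 10000 random draws (permutation p = 0.13). A strain difference was thus neither shown nor excluded, and without sequences it cannot be told apart from differences of the cells.

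The Pbrm1 cKO libraries resembled each other more than the WT libraries did, with a 3.4-fold difference in the biological coefficient of variation. WT replicate 1 alone does not explain this, since WT replicates 2 and 3 differed by 3.65 times sampling noise, more than each pair of Pbrm1 cKO libraries (1.55 to 2.71). If 1 RNA sample had been made into 3 Pbrm1 cKO libraries, immunoglobulin variable segments, which mark single clones of cells, would vary no more than other genes of that level. The mean chi-square per degree of freedom of 13 segments was 2.55, against 1.63 in matched genes (permutation p = 0.07, one-sided, 10000 draws), and 6 of the 13 passed 0.05 singly, against 10.8% of matched genes. The study calls its replicates biological, and these values do not decide whether the libraries come from separate preparations. If they do not, the spread within this group could be too small. The fit with a separate spread for each group called 3074 higher and 2890 lower genes.

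In WT replicate 1 the epithelial (-0.89), endothelial (-1.28) and leukocyte (-0.69) levels were below those of the other WT libraries, whereas the S phase (0.03), G2/M (0.03) and stromal (0.01) levels were not. Shallower sequencing of WT replicate 1 is excluded by its total of 13.87 M counts, the highest of the WT libraries. The smooth muscle level was only slightly lower there (-0.09, against 0.01 and 0.08 in WT replicates 2 and 3). Fewer epithelial, endothelial and leukocyte cells in WT replicate 1 is a candidate explanation, and 1 library cannot decide it.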
